# Complement 3 (C3) within the hypothalamic arcuate nucleus is a potential key mediator of the effect of enhanced nutrition on reproductive development in young bull calves

**DOI:** 10.1186/s12864-025-11656-0

**Published:** 2025-05-09

**Authors:** Kate Keogh, Stephen Coen, Pat Lonergan, Sean Fair, David A Kenny

**Keywords:** RNAseq, Proteomics, Network analysis, C3, ARC

## Abstract

**Background:**

Reproductive development may be advanced in bull calves through enhanced dietary intake during the early life period. This effect between enhanced nutrition with subsequent earlier reproductive development is orchestrated through signalling within the hypothalamic-pituitary-testicular axis. Within the hypothalamus, the arcuate nucleus (ARC) is crucial for the integration of peripheral metabolic status with subsequent gonadotropin releasing hormone (GnRH) signalling; however, the precise molecular control regulating this effect is not fully known. The aim of this study was to evaluate the global transcriptomic and proteomic responses to varied plane of nutrition during early calf-hood in young dairy bull calves. Additionally, we sought to integrate these ‘omics’ datasets to determine key genes and proteins contributing to earlier reproductive development. Between 2–12 weeks of age, 30 Holstein-Friesian bull calves (mean age: 17.5 days; mean bodyweight 48.8 kg), were offered either a high or moderate plane of nutrition with 15 calves in each group. At 12 weeks of age, all calves were euthanised and the ARC tissue isolated from each calf. The ARC tissue was then used for global transcriptomic (miRNAseq and mRNAseq) and proteomic analyses.

**Results:**

Bioinformatic analyses were undertaken to determine differentially expressed transcripts (FDR < 0.1; fold change > 1.5) between the dietary treatment groups, resulting in the identification of 1 differentially expressed miRNA (miR-2419-3p) and 83 differentially expressed mRNA in the ARC region. mRNA target gene prediction identified Complement 3 (*C3*) as a target of miR-2419-3p, suggesting a relationship between the two transcripts. Furthermore, through a co-regulatory network analysis conducted on the proteomics dataset, C3 was revealed as a hub protein. Additionally, through the proteomic network analysis, C3 was interacting with proteins involved in both insulin and GnRH signalling, highlighting a potential role for C3 in mediated the effect of enhanced nutritional status with earlier reproductive development within the ARC.

**Conclusion:**

This study highlights an effect of altered plane of nutrition in early life on the molecular control of the hypothalamic ARC. Additionally, results generated suggest a potential role for the C3 gene in mediating the interaction between enhanced metabolic status with reproductive development within the ARC, regulated by miR-2419-3p.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-11656-0.

## Background

Improved early life nutrition in calves can lead to positive effects on calf growth and performance as well as providing positive latent effects for many economically important traits. For instance, overall lifetime growth can be improved [1, 2] as well as subsequent beneficial impacts on carcass composition [3]. Moreover, in addition to the benefits on growth and carcass characteristics, improved nutrition during the first 3 to 4 months of life can also contribute to more precocious reproductive development in both heifers and bulls [4]. In male calves, this effect is exerted through complex biochemical signalling between tissues of the hypothalamic-anterior-pituitary-testicular (HPT) axis [5]. Through this biochemical signalling cascade peripheral tissues throughout the body can convey the metabolic status of the body to the hypothalamus which can lead to production of gonadotropin releasing hormone (GnRH) within the hypothalamus. GnRH secreted from the hypothalamus can in turn signal to the anterior pituitary gland for the production of the gonadotropins; luteinising hormone (LH) and follicle stimulating hormone (FSH), the gonadotropins then signal to the testes leading to the production of testosterone and spermatogenesis, respectively. Of the tissues of the HPT signalling pathway, the hypothalamus is crucially important due to its function in overall body homeostatic regulation [6], with peptides and hormones secreted from peripheral tissues signalling to the hypothalamus, which then elicits subsequent downstream effects. For example, hormones including leptin, ghrelin, and insulin, secreted from peripheral tissues, may signal to the arcuate nucleus (ARC) region of the hypothalamus to convey metabolic status of various tissues, which in turn influences the regulation of the hypothalamic decapeptide, GnRH, the gatekeeper of mammalian reproductive development and function [4]. Thus, through enhanced dietary intake in early life, more pronounced GnRH secretion may be achieved, resulting in more precocious pubertal onset in young bulls [7, 8].

Enhanced reproductive development and subsequent earlier pubertal onset as a consequence of augmentation of early life nutritional management, is of particular interest in relation to the collection of semen from genetically elite young sires. Within weeks of birth, genetically elite young bulls may be identified through genomic selection processes for possible future use in artificial insemination. However, although these bulls are identified at a very young age, it is not possible to collect semen until they reach puberty at approximately one year of age [9], when demand often far exceeds supply. Work from our own group has highlighted that puberty can be consistently advanced when a higher plane of nutrition is offered to bull calves during the first 6 months of life [10]. This advancement in age at puberty is associated with the earlier occurrence of the transient rise in systemic concentrations of LH which typically occurs between two and five months of age [11]. Following this a cascade of physiological events lead to earlier testicular histological development, steroidogenesis, spermatogenesis and spermiogenesis, Thus, augmenting early life nutritional management advances the age at which saleable semen can be collected from genetically elite bulls thus shortening the generation interval, a major factor governing the speed of genetic progress in cattle breeding [4, 12]. Indeed, previous work conducted by our group [13] and others [14] established clear evidence for a substantial and extensive influence of enhanced dietary intake during the first 16–24 weeks of life on the transcriptome of testes parenchyma. Furthermore, work from our own group highlighted earlier testicular development evidenced by advanced morphological characteristics of the testes of the same bull calves used for our previous transcriptomic evaluation [13, 15]. This included for example, a greater percentage of spermatogonia and number of Sertoli cells in calves that consumed more feed during the first 18 weeks of life compared to a control group offered a standard diet [15]. However, despite clear effects on the testicular transcriptome in that study, fewer differences were apparent within the other tissues of the HPT axis, namely the hypothalamus and the anterior pituitary; indeed, no genes were detected as differentially expressed between dietary treatment groups in the ARC region of the hypothalamus [13]. Thus, results from that study suggest that the pre-pubertal transient rise in systemic concentrations of LH, which typically occurs between 8 and 20 weeks of life, may have occurred prior to 18 weeks of age and that an earlier stage of development may capture the molecular response of enhanced feeding within the hypothalamic and anterior pituitary tissues.

Thus, although it is clear that signalling within the HPT axis and consequent reproductive development may be affected by metabolic status [16], with evidence of enhanced nutrition in early life advancing the age at puberty in bull calves [4], the precise molecular control regulating this effect is not fully known. Therefore, the aim of this study was to evaluate the global transcriptomic and proteomic responses in the hypothalamic ARC to varied plane of nutrition during the first 12 weeks of life in bull calves. Both messengerRNA (mRNA) and microRNA (miRNA) profiles were assessed in an effort to understand alterations in the expression of protein coding genes as well as the potential contribution of miRNA regulatory processes as a consequence of prevailing dietary intake. A secondary objective was the further integration of transcriptomic and proteomic data through co-regulatory network analyses, in order to identify key regulatory genes, which may hold potential for use as candidates in genomic selection processes.

## Methods

### Animal model and tissue collection

The animal model utilised in this study was originally undertaken to examine the effect of either a high or moderate dietary intake during the early post-natal period on reproductive development in the bull calf and is described in full in Coen et al. [17]. Briefly at 2 weeks of age, 30 Holstein-Friesian bull calves were stratified into two groups balanced for age, bodyweight, farm of origin (4 separate farms) and sire (17 sires in total) and evenly divided into the two dietary treatment groups: high (HI; *n* = 15) or moderate (MOD; *n* = 15) plane of nutrition. From 2 to 12 weeks of age, calves received their respective dietary allowance designed to support growth rates > 1 kg/day for HI and 0.50 kg/day for MOD. All calves were weighed at the beginning and end of the trial and also at weekly intervals. Following 10 weeks of differential feeding (12 weeks of age) all calves were euthanized using a lethal dose of sodium pentobarbitone (300 mg/mL: 0.25 mL/kg bodyweight) administered intravenously [17]. The ARC of the hypothalamus was separated from the remainder of the hypothalamus gland as previously described in Komatsu et al. [18]. All instruments used for tissue collection were sterilised prior to use. Tissue samples were washed in Dulbecco’s phosphate buffered saline (DPBS), snap frozen in liquid nitrogen and subsequently stored at -80° C.

### miRNA- and mRNA-sequencing

A detailed description of RNA isolation, RNA-sequencing and bioinformatic analyses is provided in Coen et al. [19]. Briefly, the Qiagen RNeasy Plus Universal Mini kit was used to separate total RNA from all ARC tissue samples (HI: *n* = 15; MOD: *n* = 15) according to the manufacturer’s instructions including adherence to appendix C for the isolation of small RNAs. Due to the low amount of available tissue within the ARC region, an average of approximately 20 mg of tissue was used to isolate RNA. Yield of isolated RNA was determined by measuring the absorbance at 260 nm with a Nanodrop spectrophotometer and RNA quality was determined through evaluation of the RNA integrity number (RIN) using the RNA 6000 Nano LabChip kit on an Agilent 2100 Bioanalyser, ensuring a minimum RIN value of 8 across all samples. Library preparation and sequencing for both mRNA and miRNA sequencing analyses were undertaken by a commercial service provider (Macrogen Europe Inc., Amsterdam, The Netherlands). Individual cDNA libraries were prepared using the Illumina Truseq stranded mRNA kit (HI: *n* = 15; MOD: *n* = 15) and the Illumina small RNA kit (HI: *n* = 15; MOD: *n* = 15) for mRNA and miRNA analyses, respectively. mRNA-sequencing and miRNA-sequencing were performed on an Illumina NovaSeq (150 bp paired end sequencing) and an Illumina HiSeq 2500 sequencer (50 bp single end sequencing), respectively. Sequencing depth for each analysis was selected based on Illumina guidelines and the ENCODE best practises for RNA sequencing.

Quality of raw sequencing reads was assessed for both mRNA and miRNA datasets using FastQC (version 0.11.8) [20], followed by removal of Illumina sequencing indexing adapters (Cutadapt, version 1.18.8) [21]. Cutadapt was also used to remove short and long reads (shorter than 15 bp, longer than 28 bp [19, 22–24] in order to specifically capture miRNA species from the miRNA sequencing data. Reads retained within the miRNA dataset were subsequently filtered for other species of bovine short RNA (rRNA, tRNA, snRNA, snoRNA, downloaded from https://rnacentral.org/). The miRDeep2 package (version 2.00.8) together with the bovine reference genome (ARS-UCD1.2) and the known bovine mature miRNA sequences and their precursor sequences from the miRBase database [19] was used to profile miRNA expression. Bowtie (version 1.1.1) and STAR (version 2.5.2.b) [25] were then used to align miRNA reads and mRNA reads, respectively to the bovine reference genome (ARS-UCD1.2). Aligned reads were subsequently quantified using miRDeep2 and STAR for miRNA and mRNA datasets respectively. mRNA and miRNA differentially expressed between dietary treatment groups were then determined using edgeR (version 3.26.7). TargetScan (release 7.2; http://www.targetscan.org/vert_72/) was employed to predict mRNA target genes of miRNA identified as differentially expressed between HI and MOD calves.

### Mass spectrometry analysis

A detailed description of the sample preparation and mass spectrometry analysis is outlined in full in Coen et al. [19]. Proteins were extracted from each tissue sample using a tissue homogenizer (TissueLyser II, QIAGEN) and digested using a commercial iST Kit (PreOmics, Germany). A Q Exactive HF-X mass spectrometer was employed for mass spectrometry analysis, followed by MaxQuant (version 1.6.2.3) for processing of raw mass spectrometry data. Protein identification was undertaken using the integrated Andromeda search engine [26]. Differences in protein abundance between HI and MOD calves were determined using the SRMService R package [27].

### Integration of omics results

In order to examine any potential relationships between the transcriptomic and proteomic datasets, an integrative analysis was conducted whereby differentially expressed miRNAs and their target mRNAs which were also differentially expressed were evaluated for their interactions within the proteomics data. Network analysis of the proteomics dataset was undertaken using the weighted gene co-expression network analysis (WGCNA) R software program [28], following Log_2_ transformation of the proteomics data in R. The automatic network construction and module detection method in WGCNA was subsequently used to generate unsigned co-expressed networks as previously described by Coen et al. [19]. Adjacency matrices of proteomics data were then calculated by raising the co-expression matrix to a soft-threshold power of 14 in order to reach scale-free topology of the network (R^2^ > 0.09) for the dataset. The soft-threshold power of 14 was selected as this was the lowest power for which the scale-free topology fit index curve plateaued upon reaching a high value of 0.09. The topology overlap matrix was then calculated, followed by application of average linkage hierarchical clustering to the topology overlap matrix resulting in the grouping of modules of co-expressed proteins [19]. Modules or clusters of co-expressed proteins were then mined for genes of interest based on the relationship between differentially expressed miRNA and predicted target mRNA genes which were also differentially expressed.

### Biological pathways analysis

Ingenuity Pathway Analysis (IPA; Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis [29] was used to determine biological pathways and functions enriched based on miRNA, mRNA and proteomic analyses of the ARC of bull calves fed either a HI or MOD diet during early life.

## Results

### Animal performance

Details related to animal performance including feed intake and growth as well as physiological characterisation are described in full in Coen et al. [17]. Following completion of the dietary trial at 12 weeks of age, HI calves were 24.7 kg heavier on average compared to MOD calves (*P* < 0.001). High plane of nutrition calves also consumed more milk replacer compared to the MOD calves (*P* < 0.0001). Overall, average daily growth rates were greater for HI calves compared to MOD calves (HI: 0.88 kg/d; MOD: 0.58 kg/d; *P* < 0.001).

### MiRNAseq analysis

On average, 15 million reads were generated per sample following miRNA sequencing, with an associated alignment rate of 92.7%. 

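Small RNA libraries from the ARC, the region of the hypothalamus that receives cues on metabolic status, were sequenced for 30 bull calves. Of these, 15 calves were on the HI diet and 15 on the MOD diet, from 2 to 12 weeks of age, with 1 library per calf. The authors removed adapters, kept reads of 15 to 28 bases, removed reads of other short RNAs and counted the rest on known bovine miRNAs with miRDeep2. Their deposited table held 1 value per calf for each of 863 mature miRNAs with a read in at least 1 library, and 167 more with no read. The values were decimals, with a total per library between 825695 and 1429908 and a geometric mean of these totals of 1000000. They had the form of counts per 1000000 reads (CPM) over library sizes scaled by edgeR's TMM method, a scaling that allows for a few abundant miRNAs taking a changing share of the reads. TMM factors recomputed from the recovered reads differed from those implied by the totals by at most 0.582%. The number of reads behind each value was recovered from the most frequent value above 0 in a library, taken as 1 read and refined by least squares. Between 94.5% and 97.9% of the values under 200 reads in a library were whole reads by this unit, and the rest were fractions. Reads counted on miRNAs ranged from 6291376 to 21083250 per HI calf, with a median of 8512614. For the MOD calves they ranged from 7026125 to 20717302, with a median of 8811432. The paper's average read number is of reads generated, whereas all values here use the reads counted on miRNAs, on average 11073840 ± 5061877 (SD, n = 30) per library. The number of reads counted did not differ between the diets (two-sided permutation test, p = 0.404). The libraries fell into 2 depth classes with none between them. The shallower class held 12 HI and 9 MOD libraries of up to 8988039 reads, and the deeper class held 3 HI and 6 MOD libraries of at least 17193358 reads. The libraries also differed along the order of the calves' animal codes, for which the labels give no run, date or farm. With diet in the limma model, 136 of 476 miRNAs differed between the 9 calves with the lowest codes, 7 HI and 2 MOD, and the other 21, 8 HI and 13 MOD (adjusted p under 0.1, Benjamini-Hochberg). No 2 libraries were alike within sampling noise, since the closest of 435 pairs had a chi-square of 92.8 per degree of freedom. For the comparison of diets, values were taken as log2(CPM + 0.25) and tested with limma's moderated linear model with a mean-dependent variance trend, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of miRNAs with few reads. The test covered the 476 miRNAs with at least 1.16 CPM, worth 10 reads at the median depth, in at least 14 libraries. The paper's thresholds of an adjusted p under 0.1 and a fold change above 1.5 were kept.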

One miRNA, miR-2419-3p was observed to be differentially expressed between the HI and MOD dietary groups (FDR = 0.049; fold change = 2.14). 

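The precursor of miR-2419-3p is listed by RefSeq as MIR2419 (gene identifier 100313466), which in the ARS-UCD2.0 assembly overlaps no other listed gene and lies between NOD1 and ZNRF2. The authors aligned to ARS-UCD1.2, so coordinates are not given. The mature miRNA had 3.13 ± 1.32 CPM (SD, n = 15) in the HI calves and 1.47 ± 1.02 CPM (SD, n = 15) in the MOD calves. It was among the miRNAs with few reads, with a median of 31 reads per HI library (8 to 60) and 14 reads per MOD library (1 to 49). The log2 fold change of HI against MOD was 1.09 (standard error 0.28), a fold change of 2.13. Its unadjusted p was 0.000537, the smallest of all tested miRNAs, and its adjusted p was 0.256 from limma with Benjamini-Hochberg adjustment. Of the 15 HI calves, 14 lay above the median of the MOD calves, and 1 of the 15 MOD calves lay above the median of the HI calves. A two-sided permutation test of the difference in mean log2(CPM + 0.25) gave p = 0.00104. Within the shallower libraries the difference was 1.04 on the log2 scale (exact permutation test, p = 0.0165, n = 12 HI and 9 MOD). Within the deeper libraries it was 1.18 (exact permutation test, p = 0.0238, n = 3 HI and 6 MOD). Within the calves with the lowest animal codes the difference was 1.57 (exact permutation test, p = 0.0556, n = 7 HI and 2 MOD), and within the others 1.03 (exact permutation test, p = 0.0102, n = 8 HI and 13 MOD). The p-values in the deeper libraries and in the lowest codes were the smallest that these exact tests can give at those group sizes. With diet permuted within these code classes, chosen after seeing the data, p was 0.00131 (permutation test). With the code class as a term, also chosen after seeing the data, limma gave a log2 fold change of 1.16 and an adjusted p of 0.278. With depth class as a term, the log2 fold change was 1.08 and the adjusted p was 0.441 from limma. The alternative that moved the adjusted p most towards 0 was DESeq2's Wald test on the recovered reads, which gave a log2 fold change of 1.12 (standard error 0.29) and an adjusted p of 0.0561. The fold change moved most with a pseudocount of 1, chosen after seeing the data, which gave a log2 fold change of 0.77. Across the 30 fits that each left out 1 calf, the log2 fold change stayed between 0.96 and 1.19 and the unadjusted p of limma between 0.000133 and 0.00114. The adjusted p of limma was 0.0636 without HI calf A77860 and 0.0650 without MOD calf A97854, and above 0.1 in the other 28 fits. The other arm of the same precursor, miR-2419-5p, was more abundant, with 203.3 ± 51.6 CPM (SD, n = 15) in HI and 146.2 ± 44.4 CPM (SD, n = 15) in MOD. Its log2 fold change was 0.49 (standard error 0.15, adjusted p = 0.612 from limma, permutation p = 0.00242).

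**Figure D1:**
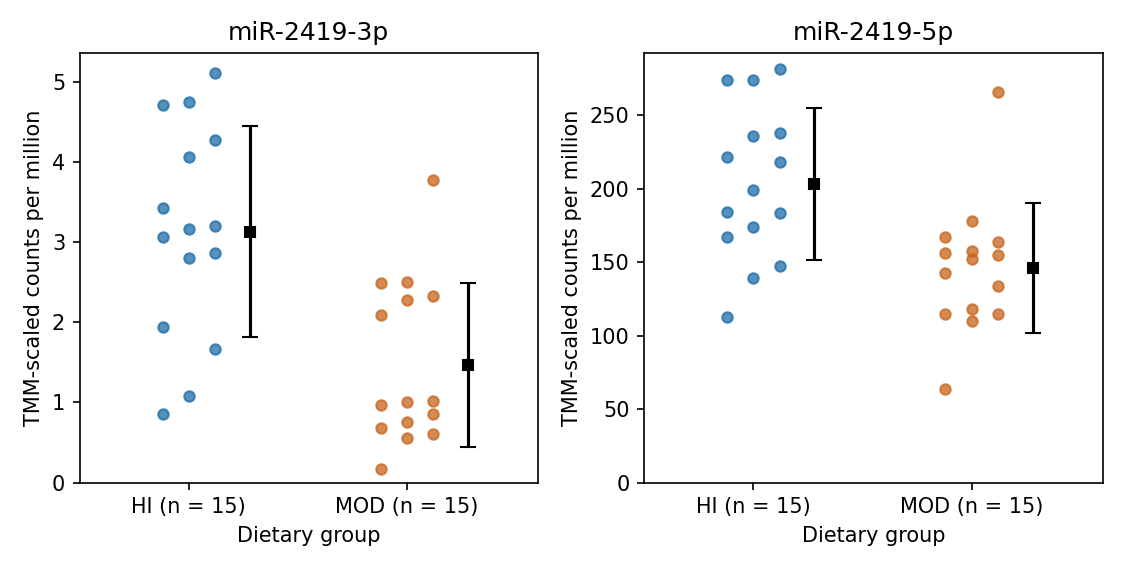
TMM-scaled CPM of miR-2419-3p (left) and miR-2419-5p (right) by dietary group, with a point for each calf and a square and bar for the mean and SD of the 15 calves. For miR-2419-3p, HI calves ranged from 0.861 to 5.11 CPM and MOD calves from 0.166 to 3.77 CPM.

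From the difference in miR-2419-3p, the paper identified this miRNA as differentially expressed between the diets and took it forward to the prediction of mRNA targets.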

Predicted mRNA targets of miR-2419-3p, determined through TargetScan analysis are presented in Additional Table 1. Pathway analysis of target genes resulted in enrichment (*P* < 0.05) of pathways including insulin receptor signalling, adipogenesis and both AMPK and sirtuin signalling. Details of all enriched pathways pertaining to mRNA targets of miR-2419-3p are outlined in full in Additional Table 2. Raw sequencing reads from miRNAseq analysis for each sample utilised in this study have been deposited within NCBI’s Gene Expression Omnibus and are available through GEO ID GSE277781.

### mRNAseq analyses

Across the mRNA sequencing data an average of 70 million sequencing reads were generated. An average mapping rate of 86.2% was achieved following alignment of trimmed sequencing reads to the bovine genome. Through differential expression analysis between treatment groups within EdgeR, 83 genes were identified as differentially expressed (FDR < 0.1; fold change > 1.5; Additional Table 3). Furthermore, pathway analysis of differentially expressed genes revealed enrichment (*P* < 0.05) of numerous biochemical pathways including those related to immune signalling processes, for example coagulation system, acute phase response signalling and complement system (Additional Table 4). Network analysis undertaken in IPA also revealed two networks of interest -haematological disease, organismal injury and abnormalities (network 2; Fig. 1) and amino acid metabolism and small molecule biochemistry (network 4; Fig. 2). Details of IPA networks are presented in Additional Table 5. Raw sequencing reads for the mRNAseq dataset utilised in this study have been deposited within NCBI’s Gene Expression Omnibus and are available through GEO ID GSE278108.

**Fig. 1:**
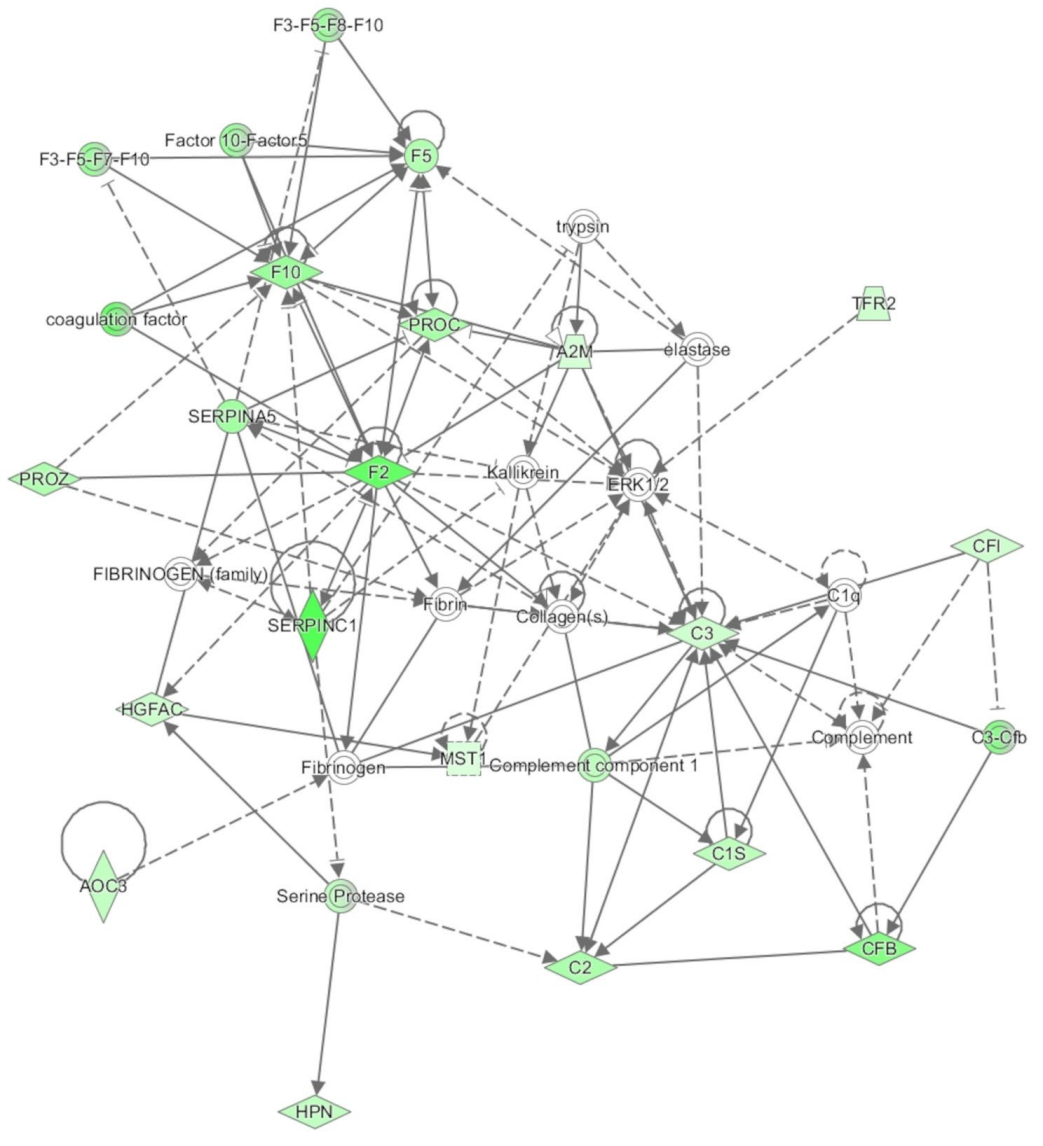
Network involving genes of the complement immune signalling cascade altered in the arcuate nucleus following varied dietary intake of bull calves for the first 12 weeks of life. Network (2) generated through the use of IPA (Qiagen Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis [26]. Genes are displayed as nodes within the network, with green and red nodes representing genes down- and up-regulated in the calves fed the high plane of nutrition compared to those fed a moderate plane of nutrition up to 12 weeks of age. The node colour intensity indicates the magnitude of differential expression

**Fig. 2:**
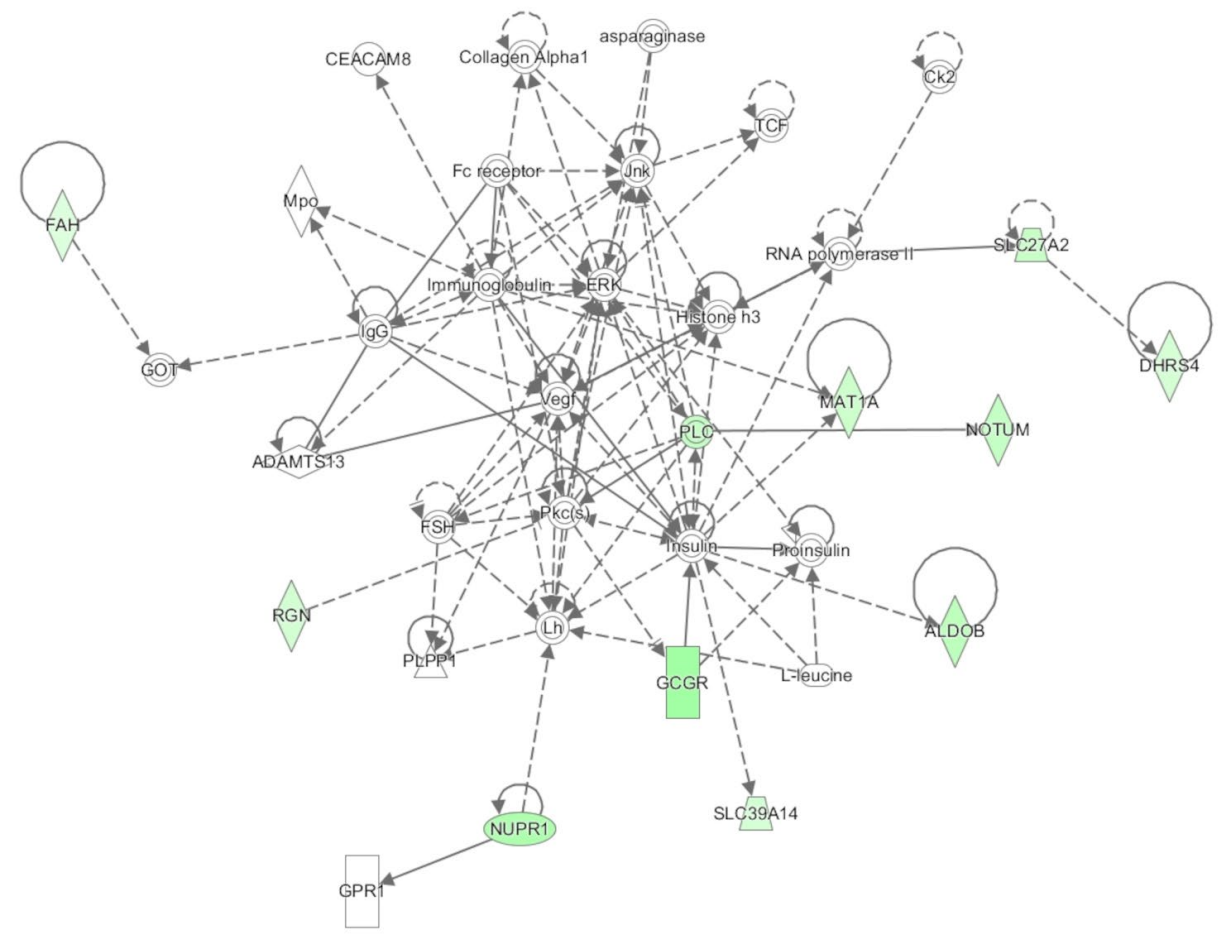
Network involving genes involved in amino acid metabolism and small molecule biochemistry altered in the arcuate nucleus following varied dietary intake of bull calves for the first 12 weeks of life. The network includes differentially expressed genes as well as insulin and gonadotropins, indicating a role for the genes highlighted in green in mediating reproductive development as a consequence of enhanced early-life nutrition. Network (4) generated through the use of IPA (Qiagen Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis [26]. Genes are displayed as nodes within the network, with green and red nodes representing genes down- and up-regulated in the calves fed the high plane of nutrition compared to those fed a moderate plane of nutrition up to 12 weeks of age. The node colour intensity indicates the magnitude of differential expression

### Global proteomics analysis

In total 5,569 proteins were identified across the ARC samples, representing those with a maximum of 10 missing values per protein and with at least two peptides. However, despite identifying 5,569 proteins, none were considered significantly differentially abundant between treatment groups following multiple testing correction (FDR < 0.1; fold change > 1.5). The full list of proteins identified in the ARC tissue based on an uncorrected p-value (*p* < 0.05) is presented in Additional Table 6. Of particular interest was the differential abundance of C3, TF and HP, which were also differentially expressed at the mRNA level. Proteomics data generated in this analysis have been uploaded to the ProteomeXchange Consortium via the PRIDE (http://www.ebi.ac.uk/pride) partner repository [30] with the data identifier PXD055939.

### Integrative network analyses

Co-regulatory network analysis of the proteomics dataset undertaken through WGCNA resulted in the formation of 9 separate networks of proteins. Proteins co-regulated within each separate network are detailed in Additional Table 7. Of the predicted target mRNA genes of miR-2419-3p, only 2 genes, *C2* and *C3*, were identified as differentially expressed between HI and MOD calves at the mRNA level. Additionally whilst miR-2419-3p was up-regulated in the HI calves, both *C2* and *C3* were down-regulated indicating a relationship between these mRNA genes and miRNA. From the co-regulatory networks generated, the C3 protein was found to be interacting with over 70 additional proteins (Fig. 3). The C2 protein was not identified as significantly connected to any other proteins through network analysis.

**Fig. 3:**
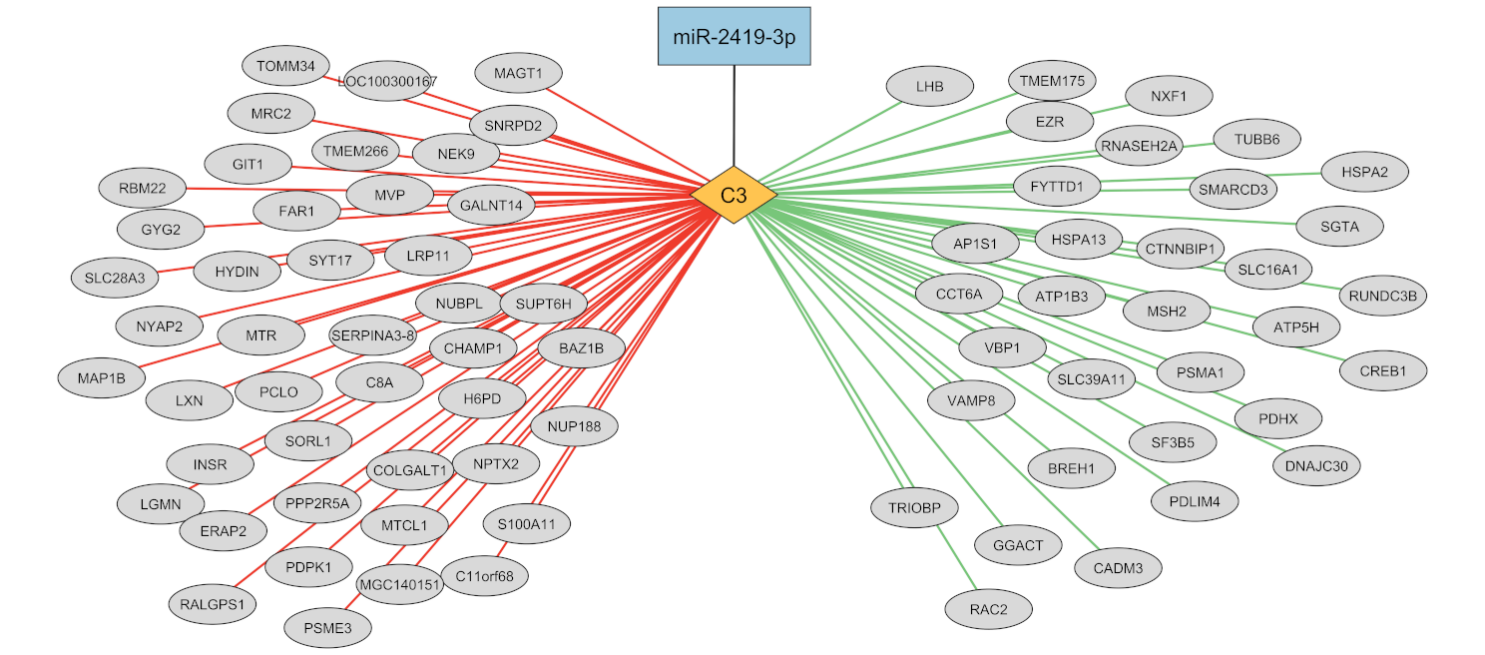
Integration of miRNA, mRNA and protein networks following 12 weeks of altered plane of nutrition in young bull calves. Differential expression of miR-2419-3p and *C3* within the arcuate nucleus transcriptomes, indicated a relationship between these two transcripts, with miR-2419-3p up-regulated and *C3* down-regulated in the HI calves. Co-regulatory network analysis of proteins identified within the arcuate nucleus revealed *C3* as a hub protein, proteins connected to C3 by a red line indicate those regulating C3, whilst green lines indicate proteins being regulated by C3

## Discussion

Enhanced early life nutrition in calves is key to maximising their subsequent lifetime growth potential as well as benefiting the composition of the emanating saleable meat [3, 31]. Furthermore, in addition to improving growth potential, dietary augmentation during the early life period is also known to influence the complex interactions between metabolic status cues and reproductive development, mediated through the HPT signalling axis [7]. In particular, the ARC region of the hypothalamus is centrally involved in receiving and interpreting signals related to metabolic status throughout the body and eliciting subsequent downstream effects [32, 33]. Indeed, results from this study showed a clear effect of differential plane of nutrition during early life on the miRNA and mRNA transcriptomes of the ARC. This is in contrast to an earlier study which failed to detect transcriptional differences within the ARC in response to increased dietary intake in bull calves at 18 weeks of age [13]. This may suggest that acute neuroendocrine effects of enhanced nutrition and metabolic status during early life on gonadotropin secretion were already well established prior to 18 weeks of age. However, despite identifying differences in both mRNA and miRNA transcript abundance between HI and MOD calves, the same outcome was not apparent through the proteomics analysis, where no protein was identified as significantly differentially abundant following correction for multiple testing. This lack of significant difference at the protein level may be attributable to variation in methodologies employed between transcriptomic and proteomic analyses [34], as well as limitations in the dynamic range of proteins detected which may have resulted in lower abundance proteins not being sufficiently detected and the potential impact of post-translation modifications on overall protein abundance detection.

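For the miRNA transcriptome, the variation between calves was described by principal components of the log2 values of the tested miRNAs. The first component held 57.6% of the variance and the second 9.07%. Neither separated the dietary groups. The mean score on the first component was 0.945 ± 11.2 (SD, n = 15) in HI and -0.945 ± 10.2 (SD, n = 15) in MOD (two-sided permutation test, p = 0.636). On the second component it was -0.751 ± 4.83 (SD, n = 15) in HI and 0.751 ± 3.44 (SD, n = 15) in MOD (two-sided permutation test, p = 0.339). The miRNAs with the largest weights on the first component were miR-200a, miR-429, miR-182, miR-141, miR-200c, miR-183 and miR-375. Among these, miR-375 ranged from 75.7 CPM in MOD calf A97821 to 47575 CPM in HI calf A37824. The calves with the lowest animal codes differed from the others on the third component (two-sided permutation test, p = 0.00026, n = 9 and 21) more than on the first (p = 0.126) or the second (p = 0.0471). The mRNA data were not analysed here.

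**Figure D2:**
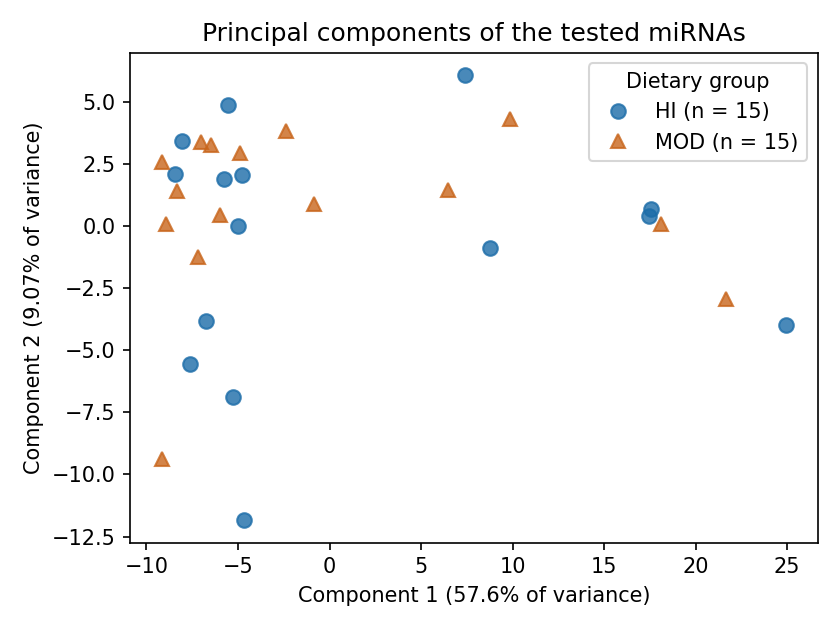
Scores of the 30 calves on the first and second principal components of the tested miRNAs, in log2 units, with circles for HI calves and triangles for MOD calves. Calves of both groups lie at the low and at the high end of the first component, whose group means differed by 1.89 against SDs of 11.2 and 10.2.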

Global miRNA analysis in the current study resulted in the identification of one differentially expressed miRNA, miR-2419-3p, which was up-regulated in the HI calves, with no other miRNA differentially expressed between dietary groups. 

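No miRNA passed both an adjusted p of 0.1 and a fold change of 1.5 in limma with Benjamini-Hochberg adjustment, so the count was 0 of 476. An unadjusted p under 0.05 was reached by 21 miRNAs, of which 8 were higher and 13 lower in HI, against 23.8 from the number of tests alone. After miR-2419-3p, the smallest adjusted p was 0.612. A fold change above 1.5 in either direction was seen for 8 miRNAs. DESeq2's Wald test on the recovered reads, with and without its handling of outlying counts, called 1 miRNA, which was miR-2419-3p. The limma fit with 1 surrogate variable, an estimate of hidden variation between libraries, also called miR-2419-3p alone. In that fit at least 1 other miRNA had an adjusted p under 0.1 but missed the fold change threshold. In the main limma fit, beside the miR-2419 arms, the other 3 of the 5 smallest unadjusted p-values belonged to miRNAs that were lower in HI. The log2 fold change of miR-193a-3p was -0.69 (standard error 0.24, permutation p = 0.00848), with 42.0 ± 20.4 CPM (SD, n = 15) in HI and 61.9 ± 16.9 CPM (SD, n = 15) in MOD. It ranged from 10.6 to 34.9 CPM in the calves with the lowest animal codes and from 40.2 to 88.3 CPM in the others. Within these classes its log2 difference between the diets was -0.47 (exact permutation test, p = 0.333, n = 7 HI and 2 MOD) and -0.20 (exact permutation test, p = 0.142, n = 8 HI and 13 MOD). With 7 HI and 2 MOD calves the exact permutation test cannot give a p under 0.0556. For miR-145 the log2 fold change was -0.46 (standard error 0.16, permutation p = 0.0109), and for miR-484 it was -0.16 (standard error 0.06, permutation p = 0.00442). With diet permuted within the code classes, p was 0.0723 for miR-193a-3p, 0.0210 for miR-145 and 0.0313 for miR-484 (permutation tests). All 3 had an adjusted p of 0.878 from limma. The 5 most abundant miRNAs were miR-26a, miR-143, miR-181a, miR-127 and miR-9-5p, which took from 4.56% to 14.7% of the reads each. Their log2 fold changes lay between -0.27 for miR-143 and 0.23 for miR-181a, with adjusted p-values from 0.912 to 0.986 from limma, and the direction of miR-9-5p changed with the test and that of miR-26a with the code class as a term.

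**Figure D3:**
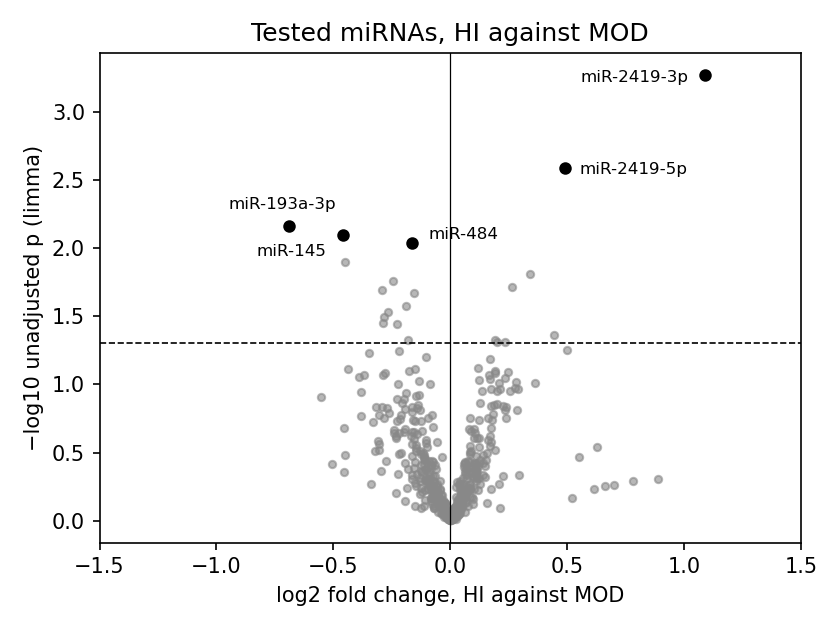
Log2 fold change of HI against MOD and −log10 of the unadjusted p from limma for the 476 tested miRNAs, each a point. The dashed line marks an unadjusted p of 0.05, and the 5 miRNAs with the smallest p are named, from miR-2419-3p at a log2 fold change of 1.09 to miR-193a-3p at -0.69.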

Differential expression of this miRNA has previously been reported in other bovine tissues. For example, a role for miR-2419-3p in relation to varying plane of nutrition was previously established by Wang et al. [35] apparent through differential expression in the rumen of cattle that were fed varying amounts of low quality forage. Moreover, Billa et al. [36] reported differential expression of miR-2419-3p in the mammary gland of lactating Holstein and Montbeliarde cows. Whilst other studies have identified associations between single nucleotide polymorphisms (SNPs) within the miR-2419-3p gene with milk production traits [37] and fatty acid traits in muscle [38]. The diverse range of functions affected by this miRNA are also evidenced by the large number of mRNA targets as well as their biological functions. For example, from the list of statistically significantly enriched biochemical pathways of miR-2419-3p target mRNAs (Additional Table 2), it is evident that various different biological processes may be affected by this particular miRNA. These include those related to immune signalling processes, signal transduction and intracellular signalling, nervous system development, growth and proliferation and biological pathways related to metabolic status. Additionally, biochemical pathways directly related to dietary plane of nutrition and reproductive processes were also enriched. These included insulin receptor, AMPK and sirtuin signalling pathways as well as adipogenesis which have all been previously implicated in studies with growing cattle where differential feeding regimens were employed [8, 39–41]. Additionally pathways related to reproductive signalling and feeding behaviour including GnRH, opioid and semaphorin neuronal repulsive signalling pathways were also enriched between HI and MOD calves in the current study [8]. Specifically both opioid and semaphorin signalling are involved in feeding behaviour [42] whilst GnRH signalling is involved in GnRH neuronal migration [43], however all have been implicated towards the intersection between enhanced dietary intake in early life with consequent advanced reproductive development [7, 8, 44]. Other miR-2419-3p mRNA targets of relevance included *THRA*, which encodes a thyroid hormone receptor, which may mediate metabolism as a consequence of altered nutrition and the adiponectin receptor (*ADIPOR2*), which mediates energy homeostasis. Moreover, adiponectin secretion may influence gonadotropin release [45]; thus, miR-2419-3p may contribute to reproductive processes through targeting the *ADIPOR2* gene. Additionally, genes encoding activin and inhibin (*ACVR2B* and *INHBA*) were also predicted as mRNA targets of miR-2419-3p. Activin and inhibin function to stimulate the release and inhibit the secretion of follicle stimulating hormone (FSH), respectively, thus, the identification of these genes as targets of miR-2419-3p further emphasises the role of this miRNA in reproductive processes within the ARC region of the hypothalamus. Taken together, these results highlight the diverse range of biological effects invoked by miR-2419-3p whilst also establishing a role for this miRNA in relation to altered metabolism and subsequent reproductive processes in bull calves as a consequence of enhanced nutrition during the early post-natal period.

Differential expression analysis of protein coding genes between calves in the HI and MOD groups resulted in the identification of genes with diverse functions including molecule and nutrient transport as well as genes involved in the immune system. Similarly in other studies examining varying plane of nutrition, genes involved in nutrient or cellular molecule transport were also differentially expressed [13, 14, 41, 46]. In these studies, cellular transporter genes were up-regulated in animals consuming more feed, which may be due to a greater requirement to process nutrients from the diet within the cellular infrastructure [46]. However, in contrast to those studies, results from the current study highlighted reduced expression of transporter related genes in the ARC of HI calves at 12 weeks of age. These included genes encoding members of the ATP-binding cassette transporters, *ABCA10* and *ABCB4*, which are involved in molecular transport across both extra- and intra-cellular membranes, the apopiloprotein lipid transporter, *APOM*; and ceruloplasmin (*CP*), which functions in iron transport across cell membranes. Additionally, genes encoding solute like carrier proteins were also differentially expressed including the cation transporter, *SLC22A18*; fatty acid and amino acid transporters (*SLC27A2* and *SLC38A4*) and the metal and zinc transporters, *SLC39A14* and *SLC39A5*. Additionally, down-regulation of genes involved in both glycolysis and insulin signalling was also apparent in the HI calves, despite the documented higher systemic concentrations of both insulin and glucose in these calves [17]. These genes included *ALDOB*, involved in glycolysis and gluconeogenesis; *DPP4*, involved in glucose and insulin metabolic processes and the glucagon receptor, *GCGR*, which has important functions in controlling glucose homeostasis, as well as the aforementioned *SLC39A14* gene which is also involved in regulating insulin receptor signalling and glucose uptake. Indeed, the relationship between the differentially expressed genes observed here and insulin concentrations is further highlighted through network 4 (Fig. 2), where differentially expressed protein coding genes were included within a network involving insulin. Interestingly, the same network also includes the gonadotropins, FSH and LH, which may indicate towards a relationship between the differentially expressed genes in this network intervening between metabolic status and reproductive development processes. Overall though, results suggest less nutrient processing in the calves which were consuming more feed which may be unexpected given their increased dietary intake in comparison to the MOD calves [17]. However, an alternative perspective may be that the tissue targeted in this study may have already developed within the HI calves and other tissues within the HI calves were then prioritised for growth as opposed to brain tissue at twelve weeks of age compared to the MOD control group.

Further evidence for the ARC tissue to be more developed in the HI calves is provided through the differential expression of genes involved in immune processes, which were all down-regulated in the HI calves. Although these results might indicate an immune response within the MOD calves at the time of sampling, immune cells and associated signalling processes are key mediators of post-natal brain and neural development [47] and their down-regulation in the HI calves may suggest that these calves had developed earlier due to enhanced nutrition in early life. Indeed, in a similar study employing heifer calves differentially fed up to 22 weeks of age, one such gene *HP*, involved in inflammation was also up-regulated in the hypothalamus of calves fed a moderate dietary intake compared to an enhanced intake during the first 22 weeks of life [48]. The effect of immune cells and signalling pathways towards development of the tissue used is further evident through network 2 (Fig. 1), which involved a number of genes involved in the complement cascade including *C1R*,* C1S*,* C2*,* C3*,* CFB*,* CGI*, all of which were down-regulated in HI calves. The complement cascade forms part of the immune system responsible for enhancing the capacity for the removal of microbes and damaged cells from an organism, promoting inflammation and damaging the pathogen’s cell membrane [49]. Components of the complement system have been shown to contribute to neurobiological processes related to brain development including neurogenesis and neuronal migration [50]. Moreover, the importance of the C3 component of the complement cascade has been demonstrated in mouse embryos deficient in C3, which displayed increased proliferation of particular regions of the brain, indicating that components of the complement system inhibit neural progenitor cell proliferation at early stages of development [50]. Thus, an effect of early life plane of nutrition on the complement system within the ARC may suggest differential progression of brain development during the early post-natal period as a direct consequence of dietary intake [8]. Similarly, we also observed an effect of genes involved in fatty acid metabolism, all of which were down-regulated in the HI calves. Due to the function of lipid molecules as key components of the structure and function of the brain, differential expression of these genes may also indicate towards earlier tissue development within the HI calves. Specifically, these genes included the apolipoproteins, *ACOX2* and *APOM* which are involved in lipoprotein metabolism with *ACOX2* involved in the degradation of long branched fatty acids, and the fatty acid desaturase gene, *FADS6*. In a similar study examining early life nutrition up to 18 weeks of age conducted by our group, differential expression of *ACOX2* was also apparent in subcutaneous adipose tissue of bull calves [41]. Furthermore, genes associated with brain tissue development were also identified as differentially affected in the current study, with all of these genes displaying greater expression in the MOD group of calves. These genes included *AGMO*, *AHSG*, *GATM*, and *NOTUM*. *AGMO* encodes an enzyme that cleaves the ether bond of ether lipids, which are essential components of brain development. *AHSG* is involved in brain development and through its function as a key regulatory protein of the Wnt signalling pathway the *NOTUM* gene also contributes to vertebrate brain development [51]. Finally, *GATM* encodes a mitochondrial enzyme that belongs to the amidinotransferase family of enzymes and functions in central nervous system development including the brain. The *GATM* gene was also differentially expressed in the early life nutrition studies of English et al. [13] and Johnson et al. [14] through differential expression within the testes parenchyma in each study. Overall, these results suggest an earlier development of brain tissue, and specifically the ARC region as a consequence of an enhanced nutrition up to 12 weeks of age. The earlier maturation of the ARC region in HI calves may subsequently allow for earlier reproductive processes and signalling through the HPT signalling axis.

In addition to our primary focus of identifying genes and proteins differentially expressed between HI and MOD dietary groups, a secondary objective was to link these varying results to determine the interaction between miRNA, mRNA and proteins. Despite the large number of mRNA genes targeted by miR-2419-3p, only two such genes (*C2* and *C3*) were differentially expressed between HI and MOD calves in the current study. Both *C2* and *C3* displayed lower expression in the HI calves, suggesting an association with expression levels of miR-2419-3p, which was up-regulated in HI calves within the same tissue. As mentioned above, these two genes function in the immune signalling complement cascade and their down-regulation may be due to earlier tissue development in the HI calves. Following correction for multiple testing no proteins were identified as differentially abundant between treatment groups, however C3 abundance was lower in the HI calves, based on the uncorrected p-value. Moreover through network analysis of the proteomics dataset we were able to determine the interaction amongst proteins within the ARC tissue in bull calves at 12 weeks of age. A total of 9 separate networks of co-regulated proteins were derived from the proteomics dataset. Of particular interest was the network which contained the complement protein C3, which as mentioned above we also observed a relationship between miR-2419-3p and *C3* through RNAseq analyses. Similar to the target genes of the mir-2419-3p miRNA, genes contained within the same network as C3 were involved in diverse functions including mTOR signalling, spliceosomal cycle, sirtuin signalling pathway, actin cytoskeleton signalling, synaptogenesis signalling pathway, insulin receptor signalling and GnRH signalling. Furthermore through network analysis, the interactions of C3 with other proteins within the ARC tissue were apparent, which may have been directly affected by miR-2419-3p expression. Interestingly, proteins directly connected to and interacting with C3 included genes with functions related to metabolism as well as proteins involved in reproductive processes. For example, proteins involved in insulin signalling were regulating the abundance of C3, including the insulin receptor, INSR, and PDPK1, whilst the C3 protein was regulating additional proteins involved in GnRH signalling including LHB and CREB1. INSR is the protein receptor for insulin, whilst PDPK1 is also involved in insulin signalling through its role as a serine-threonine kinase by phosphorylating and activating downstream kinases upon ligand-receptor binding [52]. Thus, these results suggest a potential effect of insulin on C3 protein abundance within the ARC. Indeed insulin concentrations were greater in the HI MOD calves [17]. Furthermore, proteins regulated by C3 included the gonadotropin protein LHB as well as CREB1, which induces transcription in response to stimulation from hormone and neuropeptides including somatostatin, TAC1, which is involved in GnRH secretion and NPY [53, 54]. Together these results suggest a potential interaction between insulin receptor and C3, with C3 possibly mediating the effect of insulin signalling to subsequent gonadotropin signalling. Moreover, the larger network which C3 was involved in also included proteins involved in dietary intake for example NPY, and AGRP, which were co-expressed together to stimulate food intake, as well as SEMA4D and NRP1 proteins which are involved in GnRH neuronal migration [43, 55]. Indeed, differential expression of the NPY and AGRP genes was recently observed in a contemporary study in the ARC of heifer calves [48]. These results indicate towards a potential role for the complement protein, C3, towards regulating the effect of enhanced metabolic status, due to increased dietary intake with subsequent earlier reproductive development in bull calves. However additional experiments are required to validate the interaction between mir-2419-3p and C3 as well as the functional relationship between C3 and the aforementioned proteins involved in metabolic and reproductive processes.

## Conclusions

Results from this study highlight an effect of enhanced nutrition during early life on the molecular control of the hypothalamic ARC. Differentially expressed protein-coding genes indicate towards advanced development of the ARC tissue in HI calves in response to their greater nutrient intake during early life, which is consistent with the typically more precocious sexual development observed in such calves. Moreover, through the integration of miRNA and mRNA results, a possible effect of the miR-2419-3P miRNA on *C3* expression was apparent. The potential role of C3 in mediating the response of reproductive development through enhanced nutrition was further evident through an evaluation of the interaction amongst proteins within the ARC apparent through co-regulatory network analysis, highlighting potential interactions between C3 with proteins involved in insulin and GnRH signalling pathways. The results generated in this study broadens our knowledge in relation to potential molecular processes regulating the intersection between metabolic status and reproductive development in the ARC of bull calves during the early post-natal period. However, further functional experiments in independent populations of calves are warranted to confirm the results generated in this study. Furthermore, results from this study provide fundamental insight which may hold potential for the development and utilisation of robust biomarkers which could be harnessed to identify bulls with superior genetic potential for earlier onset of puberty, as well as other economically important traits such as carcass composition, that have been shown to be latently affected by enhanced nutrition during early life.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The sequencing data underlying this article are available in NCBI’s Gene Expression Omnibus at [https://www.ncbi.nlm.nih.gov/geo/] and is publicly available and can be accessed with unique GEO ID [GSE277781] and [GSE278108]. Proteomics data generated in this analysis have been uploaded to the ProteomeXchange Consortium via the PRIDE [http://www.ebi.ac.uk/pride] partner repository [26] with the data identifier: PXD055939.

## Abbreviations

ARC: Arcuate nucleus
DPBS: Dulbecco’s phosphate buffered saline
FDR: False discovery rate
FSH: Follicle stimulating hormone
GnRH: Gonadotropin releasing hormone
HI: High plane of nutrition treatment group
HPT: Hypothalamic-pituitary-testicular axis
IPA: Ingenuity pathway analysis
LH: Luteinising hormone
miRNA: MicroRNA
MOD: Moderate plane of nutrition treatment group
mRNA: Messenger RNA
RIN: RNA integrity number

How the deposited data were processed for this re-analysis (not part of the article)

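MicroRNA was measured by small RNA sequencing in the ARC of 30 Holstein-Friesian bull calves, 15 on the HI diet and 15 on the MOD diet, with 1 library per calf. Each calf's diet was taken from the sample labels, which match the group sizes of the paper's methods. The labels name a stranded RNA library kit where the paper's methods name a small RNA kit for these libraries, and the values are of mature miRNAs. The mRNA sequencing and proteomics data were not analysed here.

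The authors trimmed reads with Cutadapt, kept those of 15 to 28 bases, removed reads of bovine rRNA, tRNA, snRNA and snoRNA, and counted reads on known bovine miRNAs with miRDeep2 and Bowtie against ARS-UCD1.2. The signal values the authors deposited, 1 value per calf for each mature miRNA, are called counts by their source but are decimals. Their form is that of CPM, here over TMM-scaled library sizes as edgeR gives them. The paper's text names edgeR and its thresholds for differential expression, but not the normalization, the filter on low counts or the edgeR test.

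Before the data were examined, edgeR's quasi-likelihood test on counts was set as the test. Because the deposited values were not counts, limma was used in its place for all main results, on log2(CPM + 0.25), with lmFit and eBayes with a trend. The pseudocount is worth 2.16 reads at the median depth. It was set before any model was run, but after values of miR-2419-3p had been seen. Reads were recovered by dividing each value by the worth of 1 read in its library and were rounded to whole reads for the filter and for all count tests. Between 94.5% and 97.9% of values under 200 reads came out whole. On these reads, edgeR's quasi-likelihood test called 0 miRNAs. The filter was edgeR's filterByExpr with its defaults, which kept 476 miRNAs. No other column of values per sample was present.

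The miRNAs named are miR-2419-3p and miR-2419-5p, every miRNA past the thresholds, the 5 with the smallest unadjusted p, the 5 most abundant, and those of 8 lists of tissue or cell type miRNAs written before the data were examined. In addition, miR-1271, miR-409a and miR-100 are named for their difference along the animal codes. The lists were for liver, pituitary, choroid plexus and ependyma, muscle, erythroid cells, leukocytes, neurons and oligodendrocytes. Each list was tested with fry, a rotation test for sets, with Benjamini-Hochberg adjustment over the 8 lists, and with camera as an alternative. Comparisons of a single value used two-sided permutation tests with 100000 resamples, or exact ones for the diets within a depth or code class and for correlations over 9 calves. No block was used, because each calf belongs to 1 diet and no replicate number is shared between the diets.

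The code was tested on simulated counts drawn at the real means, spread and library sizes. With 200 miRNAs changed by a log2 fold change of 1 in either direction, 196 of them were among the 480 tested, and 183 of these (93.4%) were called with 0 unchanged miRNAs called. With none changed, 0 of 478 were called. The simulated miRNAs were drawn independently of each other, whereas the real ones vary together. The simulation therefore does not give the rate of false calls in the real data, where some random splits of the calves gave calls in limma. When miR-2419-3p alone was changed, by a fold change of 2.13 at its measured level and spread, it was called in 36 of 100 simulated data sets.

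Alternatives set before the data were examined covered the normalization (DESeq2's size factors, upper quartile, library size only), the filter, the count test, surrogate variables from svaseq, the thresholds, the set test and leaving out each calf. Others, chosen after seeing the data, covered the pseudocount (0.1, 0.5 and 1), terms for depth class, animal code, total count, miR-122 and the pituitary list, identical values counted once, and edgeR's tests with other filters, TMM factors or dispersions. The terms for total count and miR-122 had been set before as tests of explanations for miR-2419-3p, but not as alternatives. The class of the 9 lowest animal codes was found from the values, as the boundary in code order with the smallest p of any miRNA in limma with diet in the model. The boundary after 13 calves gave more miRNAs, 157 against 136. With the class of 9 as a term, no boundary after 10 or more calves gave any, but those after 7 and 8 calves gave 197 and 175, where the calves set apart within the class, A31979 and A37824 or the latter alone, have high pituitary list scores. Depth limits miRNAs at a few CPM, for which a floor of 3 reads lies between 0.138 and 0.558 CPM depending on the library. Intervals and floors cover counting error only.

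Software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and sva 3.50.0, and Python 3.11.15 with scipy 1.17.1.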

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

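The tests of the pituitary list, of single calves and of animal codes were chosen only after the result was seen, and the covariates for miR-2419-5p after its difference was seen but before their own results.

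The other arm of the miR-2419 precursor, which the paper does not discuss, was higher in HI than in MOD. The log2 fold change of miR-2419-5p was 0.49, with an adjusted p of 0.612 from limma and an unadjusted p of 0.00257, and 12 of the 15 HI calves lay above the median of the MOD calves. With log2 total count as a covariate the unadjusted p of limma was 0.00383, and with the pituitary list score as a covariate it was 0.00164. With the class of the lowest animal codes as a term it was 0.0102. These argue against library size, pituitary tissue in the dissections and a batch of libraries along the animal codes as the whole source of the difference. Within the shallower libraries the difference was 0.46 on the log2 scale (exact permutation test, p = 0.0429, n = 12 HI and 9 MOD), and within the deeper libraries 0.54 (exact permutation test, p = 0.0714, n = 3 HI and 6 MOD). Within the calves with the lowest animal codes it was 0.41 (exact permutation test, p = 0.222, n = 7 HI and 2 MOD), and within the others 0.45 (exact permutation test, p = 0.0350, n = 8 HI and 13 MOD). With 7 HI and 2 MOD calves the exact permutation test cannot give a p under 0.0556. Chance among many tested miRNAs and an effect of diet stay open. The paper balanced the groups for farm of origin and sire, and what difference between these remained was not tested.

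In the pituitary list, miR-200a of HI calf A37824 stood at 1241 CPM, 423 times the median of the 30 calves, and the paper does not discuss this miRNA. The same calf had the highest miR-375, at 47575 CPM against a median of 761 CPM, and miR-141 223 times its median. MOD calf A41971 had the highest miR-182, at 39239 CPM. The most different scaling factors of the deposited values differ by a factor of 1.73, which is far too small for this range. Among the 21 shallower libraries alone, miR-375 differed by a factor of 423, so the depth of the library does not account for it either. The list did not differ between the diets (fry p = 0.631), with 5 HI and 4 MOD calves in the group of 9 with a high list score, and an effect of diet on this list cannot be told apart from no effect because the calves within each diet differ so widely. A candidate source is tissue of the adjoining pituitary in some dissections. The 8 tested miRNAs of the list come from 5 loci in RefSeq, taking genes within 10 kb as 1 locus. With 1 miRNA per locus, 96.4% of their variance lay on a single component, against a median of 65.6% and a highest value of 96.2% in 10000 random lists of the same size and level. The list's miR-7 took only 0.435% of that component and stood at 2.19 times its median in calf A37824, so the component is that of the other miRNAs. The random lists were matched on size and level, not on variance. The share therefore shows that these miRNAs vary together, but it does not show which tissue they come from. In calf A37824 the neuron list's miR-124a was the lowest of all calves, at 826 CPM against a median of 6356 CPM, and so were miR-9-5p, miR-138, miR-137, miR-128 and miR-153, while miR-129 of the same list was the highest of all calves, at 2901 CPM against a median of 1730 CPM. Because the calves fell into 2 groups on the pituitary list score, its relation with the neuron list score was taken within each. In the 9 calves with high scores Pearson's r was -0.783 (exact permutation test, p = 0.0104, adjusted over 3 relations p = 0.0157) and Spearman's rho was -0.883 (exact permutation test, p = 0.00308, adjusted p = 0.00461), and without the 2 calves farthest from the median r was -0.793. After removing the mean of each code class in these 9 calves, r was -0.833 (exact permutation test, p = 0.00234, adjusted p = 0.00701) and rho was -0.900 (exact permutation test, p = 0.00203, adjusted p = 0.00461), and r was -0.747 without the 2 farthest. In the other 21 calves r was -0.139 (permutation test, p = 0.547, adjusted p = 0.547) and rho was -0.153 (permutation test, p = 0.506, adjusted p = 0.506), and r was 0.032 without the 2 farthest. The list's 8 tested miRNAs had reads in every library, and the source of the low levels was not tested. Other epithelial tissue with these miRNAs was not tested and stays open.

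In the liver list, miR-122 stood at 14.2 CPM in MOD calf A57867, 68.2 times the median of the calves, while the next highest calf had 2.69 CPM. It rested on 307 reads in that library, or 14.8 per 1000000 reads counted (95% Clopper-Pearson interval 13.2 to 16.6). In 20 of the 30 calves miR-122 was at or under the floor of 3 reads, and 5 of these had 0 reads. The ratio to the median is therefore not exact. In calf A57867, miR-192 stood at 1.05 times its median, but its level of 5166 CPM would hide a small share of liver RNA. Of the same list, miR-194 and miR-885 stood at 1.22 times their medians there (rank 3 and rank 9 among the calves). The list's miR-483 stood at 1.85 times (rank 7), on 22 reads. None of these was the highest of the calves, so they do not decide the source. The erythroid miR-451 stood at 0.794 times its median, which gives no sign of more blood in that library, but plasma without red cells could carry miR-122 too. Liver RNA and blood therefore cannot be told apart as sources, and reads from another library were not tested. No biological explanation was tested, since the signal is in 1 calf.

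In the choroid plexus and ependyma list, miR-449c stood at 37.8 CPM in MOD calf A61973, 12.0 times the median of the calves, and miR-449a and miR-449b were also the highest there. If this came from more ependyma or choroid plexus in the dissection, miR-34c, miR-34b and miR-204 of the same list would be high too. In that calf miR-34c stood at 0.811 times its median, miR-34b at 0.712 times and miR-204 at 1.23 times. This gives no sign of more of that tissue, but it is a single calf, and the source stays open. No biological explanation was tested.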

How the results depend on the processing

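The count of splits under DESeq2 was chosen only after its call on the real split was seen, and the pseudocounts, the terms for depth, animal code and pituitary list and edgeR's further settings after the values were seen.

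The direction of miR-2419-3p, higher in HI, held in all 32 alternatives other than leaving out a calf and in all 30 fits without 1 calf. Its log2 fold change lay between 0.77 and 1.26 over the former and between 0.96 and 1.19 over the latter. The call depended on the test. It passed an adjusted p of 0.1 under DESeq2's Wald test on the recovered reads, with and without Cook's distance (log2 fold change 1.12, adjusted p = 0.0561, 1 miRNA called in each), and with surrogate variables from svaseq (log2 fold change 1.12, adjusted p = 0.0924, 1 miRNA called). The number of surrogate variables from num.sv was 1, so both settings with surrogate variables were the same fit. With the class of the lowest animal codes as a term, DESeq2's Wald test also called 1 miRNA (log2 fold change 1.18, adjusted p = 0.0809), and edgeR's quasi-likelihood test called 0 (adjusted p = 0.397). The count in the calling fits was therefore 1 against 0 in the limma fit, and the cause was not tested. Over the other alternatives together with these, the adjusted p ranged from 0.0561 to 0.494. The highest was without a filter, where 863 miRNAs were tested in place of 476. Among tests of the recovered reads, the likelihood-ratio test of edgeR gave 0.107, the exact test 0.118, and the quasi-likelihood test 0.401, each with 0 calls. The likelihood-ratio test came to 0.102 with TMM factors from the tested miRNAs only. The quasi-likelihood test had been set as the test for counts.

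Leaving out 1 calf gave from 0 to 1 called miRNAs. The count was 1 without HI calf A77860 (log2 fold change 1.19, adjusted p = 0.0636) and without MOD calf A97854 (log2 fold change 1.19, adjusted p = 0.0650), and 0 in the other 28 fits, over which with these 2 the adjusted p ran up to 0.542. The filter of at least 10 counts in every sample left 410 miRNAs, without miR-2419-3p, and called 0. Each mature miRNA was listed once, so the alternatives on names listed several times were not run. The main filter leaves out miR-122, so the liver list without it was run only without a filter, chosen after seeing the data.

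The calves were split in 100 ways, the real split by diet included, to see what chance gives. For the count of calls in limma this decides nothing, since 100 of 100 splits give at least 0. Some random splits did give calls in limma, as many as 28 miRNAs in 1 split, so false calls are possible in these data. As many as 21 miRNAs with an unadjusted p under 0.05 were found in 32 of 100 splits, and a smallest p at or under that of miR-2419-3p in 10 of 100. Under DESeq2's Wald test, 14 of 100 splits gave 1 or more called miRNAs.

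The direction of miR-2419-5p held in all 20 alternatives run for it, with a log2 fold change from 0.43 to 0.51. Its adjusted p in these ranged from 0.157 to 1, never past 0.1. It was not read in the fits with surrogate variables, with limma-voom or without 1 calf. Of the other named miRNAs, miR-26a changed direction with the code class as a term, to -0.00838, and miR-9-5p changed direction, from -0.01 in limma to 0.0614 with edgeR's likelihood-ratio test and 0.0785 with DESeq2's Wald test, all within its standard error of 0.21. The other 6 kept their direction and none of the 8 passed the thresholds in the 6 alternatives run for each. The log2 fold change of miR-193a-3p shrank to -0.27 with the code class as a term, and that of miR-143 grew to -0.62 (unadjusted p = 0.0316, adjusted p = 0.999 from limma). The number of miRNAs with an unadjusted p under 0.05 in limma, 21, fell to 10 with this term or with library size only, and rose to 35 without MOD calf A21978 and 39 with the surrogate variable. Another scaling moved the median log2 fold change of all tested miRNAs by at most 0.04.

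No list passed an adjusted p of 0.05 under fry, camera with a preset or with an estimated correlation, DESeq2's size factors or the code class as a term. The last changed the direction of the neuron list, to 0.00706, and took the pituitary list from 0.64 to 0.15 (fry p = 0.952). The liver list's median log2 fold change was -0.07, and ranged from -0.15 to -0.01 over 6 alternatives and from -0.11 to -0.04 with each calf left out. The ratio of HI to MOD library sizes was 0.863 from the means and 0.966 from the medians.

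The depth limits miR-2419-3p in particular, whose lowest library held 1 read, and whose fold change moves with the pseudocount, from 0.95 at 0.5 to 0.77 at 1 on the log2 scale.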

Differences from the paper's values

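The paper's adjusted p (FDR) for miR-2419-3p is 0.049, and that from limma was 0.256. Of the alternatives set before the data were examined, DESeq2's Wald test on the recovered reads, with or without Cook's distance, came within a factor of 1.5 of the paper's value, at 0.0561. So did the fits without HI calf A77860, at 0.0636, and without MOD calf A97854, at 0.0650. The other 11 alternatives and the other 28 fits without 1 calf did not, and none gave a value under 0.05.

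The paper's number of differentially expressed miRNAs is 1, and that from limma was 0. DESeq2's Wald test with or without Cook's distance, both fits with surrogate variables from svaseq, and the fits without HI calf A77860 or MOD calf A97854 each gave 1, which was miR-2419-3p. The other 13 alternatives set before the data were examined and the other 28 fits without 1 calf gave 0.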

Other observations

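The tests of counting noise, animal codes, the pituitary score and the arms were chosen after the data were examined, and for the first 2 after the result was seen, while that of single calves was moved to the unadjusted p once the adjusted p was seen.

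Explanations for the higher miR-2419-3p of the HI calves were tested one by one. The unadjusted p of limma was 0.000885 with log2 total count as a covariate and 0.000333 with the pituitary list score, against 0.000537 without a covariate, and 0.000657 with the class of the lowest animal codes as a term. These argue against library size, pituitary tissue and a batch along the animal codes as the whole source of the difference. It was 0.000669 with log2 CPM of miR-122 as a covariate, but miR-122 was at or under 3 reads in 20 of the 30 calves, so this decides nothing about liver RNA in some libraries. The largest unadjusted p with each calf left out was 0.00114, which argues against a single calf with an extreme value. Leaving out several calves together was not tested. Counting noise from the small number of reads would not reach the more abundant arm, miR-2419-5p, for which the permutation p was 0.00242. A difference that arose by chance among many miRNAs stays open, since 10 of 100 splits of the calves gave a smallest p as low. The paper balanced the groups for farm of origin and sire, and what difference between these remained was not tested.

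The libraries differed along the order of the animal codes. With diet in the limma model, 136 miRNAs differed at an adjusted p under 0.1 between the 9 calves with codes up to A37824 and the other 21, 49 higher and 87 lower in the former. The smallest p belonged to miR-1271 (log2 difference 0.96), miR-409a (1.45) and miR-100 (0.94). This boundary was chosen from the values, so the order was also tested without a boundary, with the rank of the code as a covariate beside diet. By rank 89 miRNAs followed the codes at an adjusted p under 0.1, against at most 1 in 99 random orders of the calves (0 of 99 with as many). This argues against chance and against diet as the whole source, and 80 miRNAs followed the codes within the shallower libraries, which argues against library depth. A batch of libraries and a difference between the animals themselves stay open, since the labels give neither a batch nor a farm for each calf. A difference in the tissue dissected also stays open, since the pituitary list score was not a covariate in these fits. Of these 9 calves 7 are HI, against 8 of the other 21 (Fisher's exact test, p = 0.109), so the class and the diet overlap in part. For miR-193a-3p, lower in HI, limma's unadjusted p was 0.0783 with the class as a term, but 0.00759 with the rank of the code as a covariate (log2 fold change -0.49). With diet in the model, the class difference of miR-193a-3p was -1.27 on the log2 scale (standard error 0.16). Its diet difference shrank from -0.69 to -0.27 (standard error 0.15) with the class as a term. These values argue against diet as the whole source of its difference. Whether a smaller effect of diet remains stays open, since it depends on the use of class or rank. The class was also chosen from the values and holds only 2 MOD calves.

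The 2 arms of the miR-2419 precursor varied together between calves of the same diet. After removing the mean of each diet, Pearson's r of log2(CPM + 0.25) was 0.840 over 30 calves (permutation test, p = 1e-05, the smallest that 100000 resamples can give, adjusted over 7 relations p = 2.33e-05) and Spearman's rho was 0.761 (permutation test, p = 2e-05, adjusted p = 4.67e-05). Without the 2 calves farthest from the median, r was 0.753. Within HI r was 0.824 (permutation test, p = 0.00015, adjusted p = 0.00021) and within MOD 0.853 (permutation test, p = 5e-05, adjusted p = 8.75e-05). In the 21 shallower libraries r was 0.893 (permutation test, p = 1e-05), and in the 9 deeper libraries 0.556 (exact permutation test, p = 0.122). It was 0.890 in the 9 calves with the lowest animal codes (exact permutation test, p = 0.00121, adjusted p = 0.00141) and 0.891 in the others (permutation test, p = 1e-05). This goes with a shared level of the precursor that differs between calves. The correlations of other miRNA pairs were not taken, so variation shared by many miRNAs between the libraries stays open as a source. Either way, the arms are not independent evidence of an effect of diet. Over the 42 precursors with both arms tested, the log2 fold changes of the arms had the same sign in 25 (59.5%).

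The paper's Additional Table 3 lists 83 mRNA genes, all lower in HI, among them the plasma protein genes ALB, AHSG and F2. Its column of fold changes holds 3 values with a size under 1.5, the smallest 0.637, while the paper's threshold is a fold change above 1.5. All 83 sizes lie above 0.585, the log2 of 1.5, so the column has the form of log2 values, whereas the paper's 2.14 for miR-2419-3p corresponds to a plain fold change. A hypothesis set before the data were examined was that liver RNA in some libraries lowered these genes in HI, in which case liver miRNAs would be lower too. The liver list did not differ (fry p = 0.334, median log2 fold change -0.07 over 3 tested miRNAs), but all 3 are expressed in every library. The filter left out miR-122, whose 14.2 CPM in MOD calf A57867, on 307 reads, goes with liver RNA or blood in a MOD library. Liver RNA in the mRNA libraries therefore cannot be told apart from an effect of diet.

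For the other lists the median log2 fold change of HI against MOD was 0.64 for pituitary, -0.26 for choroid plexus and ependyma, -0.11 for muscle, 0.03 for erythroid cells, -0.06 for leukocytes, -0.11 for neurons and 0.17 for oligodendrocytes. The adjusted fry p was 0.794 for erythroid cells and 0.721 for each of the others, and the unadjusted p was 0.186 or more. Of the 40 tested miRNAs on the lists, 0 passed the thresholds adjusted over the list alone and 0 over all tested miRNAs, and 0 had an unadjusted p under 0.05. All 40 had reads in every library, and the neuron list holds miR-124a and miR-124b, whose values are identical in all libraries.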
